A study of Mus musculus with 6 samples.

How the data were processed

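Circularised chromosome conformation capture with sequencing (4C-seq) counts the DNA fragments that were ligated to 1 chosen fragment, the viewpoint, after crosslinking, and so measures how often each part of the chromosome lay near it. It was done here for a viewpoint at the mouse Wnt4 promoter in 6 libraries from 2 mouse mammary epithelial cell lines, BC44 and HC11, with 3 replicates each. Per the labels' protocols, cells were fixed with 2% formaldehyde for 10 min, chromatin was cut with DpnII (which cuts at GATC) and ligated, the DNA was cut again with NlaIII (which cuts at CATG) and ligated, and the viewpoint's partners were amplified by PCR. The HC11 medium contained EGF at 10 ng/ml and the BC44 medium did not, so the line and this growth factor could not be separated. Per the labels' protocols, only the first read of each pair was used. Per the series' design text, the authors mapped reads to the mm9 genome build with the 4C mapping pipeline of the de Wit laboratory at default settings and called interactions with peakC on the triplicates in a window of 400 kb. The text does not state if this was the whole width or the width on each side, and 400 kb on each side was used here.

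The deposited values were whole-number read counts per fragment end, and the tables used here covered chromosome 4. The libraries summed to different totals, as counts that are not normalised do. All 6 tables listed the same 369081 fragment ends. Compared with the mm9 sequence of chromosome 4 (155630120 bp), 100% of the listed positions were the first (184303) or the last (184778) base of a GATC site, and they made up 48.0% of the 768328 possible ends. Why the other ends were not listed was not stated, and they were not used here. Coordinates are 1-based mm9 positions, and genes came from GENCODE release M1 on the same build. The labels name no molecular identifiers, so reads are not independent molecules, intervals cover counting error only, and PCR duplicates were not removed here.

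Libraries were grouped by the line and the replicate number in their titles. The total read count was 1401717, 825498 and 946689 in BC44 replicates 1, 2 and 3 and 1755373, 96690 and 625186 in HC11 replicates 1, 2 and 3. The 95% Wilson interval of the per-library read shares was at most 0.919 percentage points wide, and that of the share of captured fragment ends (ends with at least 1 read) at most 8.10 points wide.

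The viewpoint was taken as the fragment end with the largest sum over libraries of RPM (reads scaled to the same total in each library), which rested on the replicate 1 libraries. Fragment ends within 2 kb of it were left out except where stated. Upstream means lower coordinates, away from the Wnt4 gene body, and downstream means higher coordinates. Tests, thresholds and naming rules were fixed before the data were examined.

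For each library, 5 shares were computed: reads within 2 kb of the viewpoint among all reads; reads within 400 kb among the remaining reads; reads downstream among those 10 to 400 kb away; captured ends among the listed ends 10 to 100 kb away; and reads within 100 kb among those 10 to 400 kb away. Lines were compared with a two-sided exact permutation test over the 20 relabellings, for which the smallest possible p is 0.1, with Benjamini-Hochberg adjustment over the 5 measures. Profile similarity was the Pearson correlation of log2(CPM + 1) over 10 kb windows, as the mean within lines minus the mean between lines, with a one-sided exact test over the 10 splits of the libraries (smallest p 0.1), repeated after subtracting the mean at each distance.

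Contact regions were called per line with a procedure rewritten after peakC, which was not used itself. Each library was scaled to the same number of reads within 400 kb on each side, averaged over a running window of 21 fragment ends, and compared with a background that decreases with distance (isotonic regression, separately on each side). A fragment end passed if the rank product of signal minus background over the 3 replicates had a Benjamini-Hochberg adjusted p under 0.1 by the gamma approximation and if the median ratio of signal to background exceeded the upper quartile plus 1 interquartile range. The ratio used a pseudocount, the mean over libraries of the 5th percentile of the scaled counts at captured ends. The ratio and rank criteria were applied to ends over 15 kb away, and passing ends at most 21 ends apart were merged. Because each value is a mean over 21 ends, neighbouring ends are not independent.

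Windows were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, TMM scaling, cell line as the only term, Benjamini-Hochberg adjusted p under 0.05) on read counts summed over 10 kb windows from 10 to 400 kb on each side and over 1 Mb windows beyond 1 Mb from the viewpoint. Windows needed at least 10 reads in at least 3 libraries. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic. Fold changes are HC11 over BC44. Named sites followed the fixed rule: all contact regions of a line if at most 10, and, where no window passed, the 2 windows with the lowest unadjusted p, named as not passing. Other sites in the text were chosen after their values were seen, and are described so.

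Same-numbered libraries of the lines were checked for pairing through the correlation of their deviations from the line means. Over the 10 kb windows the correlations were 0.143, 0.311 and 0.362 for replicates 1, 2 and 3, each above 0.1. The numbers were therefore taken to pair the libraries there. This pairing was found in the counts, and the labels do not say what a number stands for. The main test of the windows, fixed before, did not use the pairing, which entered that test only as the replicate block among the alternatives. Fragment ends 400 kb to 1 Mb away lay in neither set of windows.

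The window tests were tested on negative binomial counts simulated from the real means, library sizes and dispersions. The contact procedure was tested on simulated captured and amplified molecules that followed the fitted distance background, the real depths and the real shares of captured ends. For the 10 kb windows, 20 runs over 78 windows recovered 29.1% of 2-fold and 91.6% of 4-fold changes, with 0.25 false calls per run when nothing was changed. For the 1 Mb windows, 20 runs over 149 windows recovered 0.5% of 2-fold and 14.2% of 4-fold changes, with 0.2 false calls per run when nothing was changed. For contact regions, 20 runs over 2147 fragment ends with 6 planted contacts recovered 30.0% of 3-fold and 78.3% of 6-fold contacts at the BC44 depths and 48.3% and 83.3% at the HC11 depths, with 0.25 and 0.15 false regions per run when none was planted. No contact under 3-fold was planted, whereas the called regions had mean ratios of 1.38 to 1.61 to the fitted background. Recovery at that size was not computed. Amplification was simulated independently for each end and library. Bias of an end that replicates share was therefore absent, and the counts of false regions do not cover it.

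Alternatives changed 1 choice at a time: DESeq2 in place of edgeR, another pseudocount, Spearman correlation, reads within 10 kb left out, thinning to the shallowest library, no TMM scaling, other library sizes, no filter on low counts, counts capped at the 95th percentile, captured ends in place of reads, other window sizes and distances, other contact thresholds, each replicate left out, and the replicate number as a block. A term for replicate 1 against the others, replicates 2 and 3 alone, library size from all reads outside 2 kb without TMM, similarity without same-numbered pairs, and 20 kb windows with the first 20 kb left out, which changes 2 choices, were added after seeing the data. The 20 kb windows were at first computed only in that last form. The planned form, computed after the other results were known, covers the same 10 to 400 kb as the 10 kb windows, so that the window nearest the viewpoint on each side spans 10 kb. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.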

Results

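Contacts of the Wnt4 promoter were measured by 4C-seq in BC44 and HC11, both mouse mammary epithelial cell lines, with 3 libraries per line. The series concerned looping between Wnt4 and its enhancers in the mammary gland. The comparisons made here were which parts of chromosome 4 contacted the promoter more than their distance would give, and whether the lines differed. Total counts ranged from 825498 to 1401717 reads in BC44 and from 96690 to 1755373 reads in HC11, so HC11 replicate 2 was the shallowest library. Between 3503 and 6520 of the 369081 listed fragment ends had reads in a library.

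The fragment end with the most reads lay at chromosome 4 position 136832108 (mm9), with a summed 858239 RPM against 41105 for the next end, at 136830881. This choice rested on replicate 1, whose 2 libraries gave 847954 of that sum. In replicates 2 and 3 the end ranked 31, with a summed 10285 RPM, and the highest end was at 136829648, with 34679 RPM and 2460 bp away. The labels do not give the primer position. It bounded a 636 bp DpnII fragment, 136832108 to 136832743, which overlapped no annotated gene and ended 0.7 kb upstream of Wnt4 (136833404 to 136855641, plus strand). The libraries differed strongly at this end. It held 40.5% of all reads in BC44 replicate 1 (95% Wilson interval 40.4 to 40.6) and 44.3% in HC11 replicate 1 (44.2 to 44.4), but 0.168% (0.160 to 0.177) and 0.134% (0.126 to 0.141) in BC44 replicates 2 and 3 and 0.261% (0.230 to 0.295) and 0.466% (0.450 to 0.483) in HC11 replicates 2 and 3. Replicate 1 of both lines was therefore treated as a possible technical batch, and comparisons were repeated with replicates 2 and 3.

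Reads within 2 kb of the viewpoint made up 15.9% ± 22.1 (SD, n = 3) of a BC44 library and 16.8% ± 24.6 (SD, n = 3) of an HC11 library, a difference far smaller than the spread between replicates (two-sided exact permutation p = 0.9, adjusted p = 1). With replicates 2 and 3 only, the difference was -0.567 percentage points. Leaving out HC11 replicate 1 moved the difference of 0.875 points most, to -13.3 points, and leaving out BC44 replicate 1 gave 13.6 points, so single libraries decided its sign. Of the remaining reads, 57.3% ± 4.33 (SD, n = 3) lay within 400 kb in BC44 and 57.5% ± 1.79 (SD, n = 3) in HC11 (exact p = 1, adjusted p = 1). This difference had opposite signs in the batches, 7.001 points in replicate 1 and -3.26 points in replicates 2 and 3.

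Among reads 10 to 400 kb from the viewpoint, 27.5% ± 2.17 (SD, n = 3) lay downstream in BC44 and 31.2% ± 1.68 (SD, n = 3) in HC11. All HC11 libraries lay above all BC44 libraries, which gave the smallest p the design allows (exact p = 0.1, adjusted p = 0.333). The difference was 0.0263 points in replicate 1 and 5.62 points in replicates 2 and 3. Counting captured ends in place of reads gave -0.764 points, so the direction depended on the measure. The share of listed ends 10 to 100 kb away that were captured was 76.6% ± 2.35 (SD, n = 3) in BC44 and 73.2% ± 3.57 (SD, n = 3) in HC11 (exact p = 0.2, adjusted p = 0.333), with differences of -2.23 points in replicate 1 and -3.95 points in replicates 2 and 3. The latter was the mean of -7.49 and -0.405 points in the replicate 2 and replicate 3 pairs, and without HC11 replicate 2, the shallowest library, the difference of all libraries was -1.48 points. After thinning every library to 93823 reads the difference was -1.75 points, so part of it went with depth. The share of reads 10 to 400 kb away that lay within 100 kb was 51.9% ± 0.919 (SD, n = 3) in BC44 and 48.3% ± 2.79 (SD, n = 3) in HC11 (exact p = 0.2, adjusted p = 0.333), with differences of -5.13 and -2.73 points in the batches. This difference of -3.53 points was -2.20 points without HC11 replicate 1, -0.816 points with 200 kb on each side and -0.316 points with captured ends. None of the 5 measures passed the adjustment, and with 3 libraries per line none could.

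**Figure D1:**
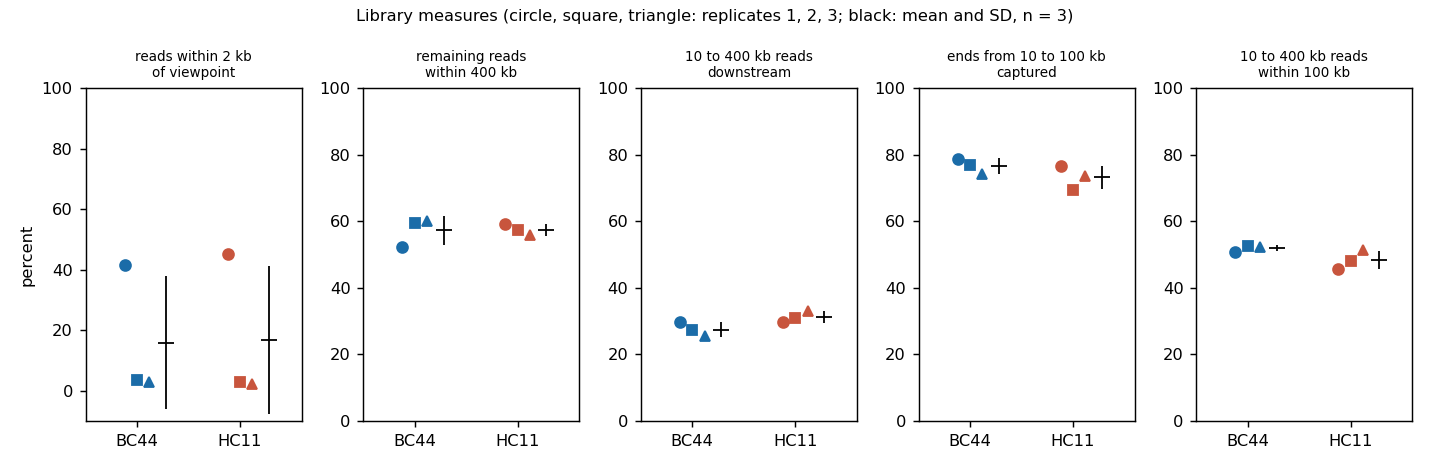
Each panel shows 1 of the 5 library measures, in percent, for the 3 BC44 and 3 HC11 libraries (circle, square and triangle for replicates 1, 2 and 3) with the mean and SD in black. In the first panel the replicate 1 libraries sit at 41.4% and 45.2% and the other 4 between 2.27% and 3.46%.

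Profiles over the 78 windows of 10 kb were then compared within and between lines. The mean Pearson correlation of log2(CPM + 1), across windows that are not independent replicates, was 0.846 within lines and 0.842 between lines, a difference of 0.00325 (one-sided exact permutation p = 0.5 over the 10 splits). After removing the mean at each distance the means were 0.616 and 0.598, a difference of 0.0182 (one-sided exact p = 0.5). Same-numbered libraries, which deviated together, form pairs between lines only. With these pairs left out, a choice made after seeing the data, the means between lines fell to 0.830 and, distance removed, 0.563, and the differences became 0.0160 (one-sided exact p = 0.3) and 0.0533 (one-sided exact p = 0.2). The alternative that moved the distance-removed difference most was leaving out BC44 replicate 2, which reversed it to -0.0397, while leaving out BC44 replicate 3 gave -0.0273 and leaving out HC11 replicate 2 gave 0.0708. With replicates 2 and 3 only, the differences were 0.00726 and, distance removed, 0.0383, and replicate 1 had 1 library per line and gave no value of its own.

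The next comparison asked where the promoter's signal exceeded the distance background in each line. In BC44, 8 of 2084 tested fragment ends passed both criteria and formed 4 contact regions. In HC11, 12 of 2084 ends passed and formed 2 regions. All 6 regions lay upstream. Signal minus background was ranked over both sides together, and only 27.5% of BC44 and 31.2% of HC11 reads 10 to 400 kb away lay downstream. At an equal ratio, a downstream end therefore tends to rank lower. Recovery was not computed by side, so a lack of downstream contacts is not shown. The region around 110 kb upstream was called in both lines. In BC44 it spanned 136718220 to 136722014 on chromosome 4, with a mean ratio to background at its peak of 1.51 ± 0.380 (SD, n = 3) and a smallest adjusted rank-product p of 0.0271. In HC11 it spanned 136719710 to 136725537, with a mean ratio of 1.61 ± 0.122 (SD, n = 3) and an adjusted p of 0.00193. Both lay between genes. The running windows behind the BC44 region reached 136715601 and touched an exon of the lincRNA Gm13003 (136714997 to 136715786), and the nearest coding gene was Wnt4.

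The other region called in both lines had the same limits in each, 136638541 to 136638621, 194 kb upstream and 30.6 kb from Zbtb40 after allowing for the running window, in sequence with no annotated gene. Its mean ratio was 1.56 ± 0.234 (SD, n = 3) in BC44 with an adjusted p of 0.0368 and 1.598 ± 0.326 (SD, n = 3) in HC11 with an adjusted p of 0.0594, all from the rank product. The remaining BC44 regions were single fragment ends between genes, at 136659285 and 136765891. Their mean ratios were 1.38 ± 0.323 and 1.42 ± 0.284 (SD, n = 3), with adjusted rank-product p of 0.0805 and 0.0271. Their BC44 median ratios, which the criterion uses, were 1.52 and 1.56, over the BC44 threshold of 1.44. At these ends the HC11 median ratios were 1.24 and 1.26, under the HC11 threshold of 1.45. A difference between the lines at these 2 ends was not tested, and the comparison of windows addresses it only at 10 kb.

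The calls moved with single libraries. Leaving out replicate 1, 2 or 3 gave 1, 1 and 0 regions in BC44 and 1 region each time in HC11. The ratio threshold of 1.5 interquartile ranges moved the BC44 count most among the other alternatives, to 0. The HC11 region 110 kb upstream was called in 7 of 8 alternatives and in all 3 fits that left out a replicate. Its BC44 counterpart was called in 5 of 8 and in 1 of 3. The region 194 kb upstream was less stable: it was called in 3 of 8 alternatives in BC44 and 1 of 8 in HC11, and in 0 of 3 fits that left out a replicate in either line. The single ends at 136659285 and 136765891 were called in 2 and 4 of 8 alternatives and in 0 and 1 of 3 such fits.

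In all, 2 of 4 BC44 regions overlapped an HC11 region, and 5 of the 15 fragment ends called in either line were called in both (33.3%). After 1014 circular shifts of the HC11 calls along the fragment ends, the mean number of shared ends was 0.07, none of the shifts gave as many shared ends, and 1 gave as many overlapping regions (0.0986%). A shift moves the calls to other ends, so technical properties of an end that are the same in both lines could also give shared calls. The shifts cannot tell these from shared contacts.

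**Figure D2:**
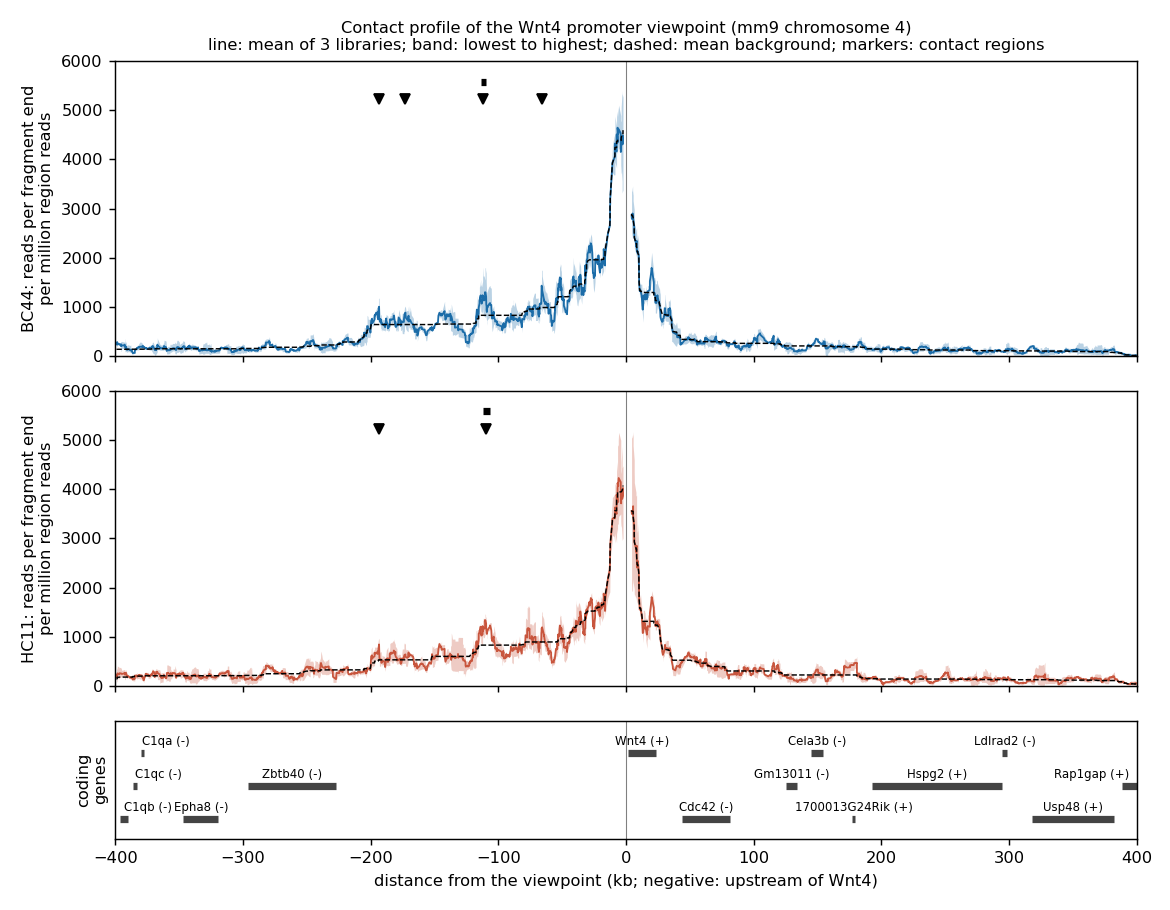
The upper panels show reads per fragment end (RPM of the region's reads) against the distance from the viewpoint in kb, as a running mean of 21 ends, for BC44 and HC11 (line: mean of 3 libraries; band: lowest to highest library; dashed: mean background), and the lowest panel shows annotated coding genes with their strand. Markers show the 4 BC44 and 2 HC11 contact regions, all upstream of Wnt4. Ends were ranked over both sides together, and most reads lay upstream.

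Differences between the lines near the viewpoint were tested in 78 windows of 10 kb. Without the replicate block, no window passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (0 windows). In this fit 11 windows had an unadjusted p under 0.05, where chance alone gives 3.9. Its smallest edgeR adjusted p was 0.0505. The fit with the block, which keeps the pairing of same-numbered libraries, called 2 windows, described below. Libraries of the lines did not overlap in 12 windows or 15.4%, against 10% by chance; HC11 lay above in 3 and BC44 in 9. In simulations at these depths and spreads 29.1% of 2-fold changes were recovered over all 78 windows, so most differences of that size were not detectable. This share is not a limit for each window. The standard error of the log2 fold change ranged from 0.10, 20 to 30 kb upstream, to 1.33 in the window farthest downstream. Recovery close to the viewpoint was not computed separately. The count depended on the window size: with 20 kb windows, 4 of 40 passed (smallest edgeR adjusted p 0.00409), 3 higher in BC44 and 1 higher in HC11. That count was 0 without BC44 replicate 3 and without any 1 of the 3 HC11 libraries.

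The 2 windows with the lowest unadjusted p, neither past the threshold, both lay upstream. The window 136802109 to 136812108, 20 to 30 kb upstream and free of annotated genes, had 88789 ± 7555 CPM (SD, n = 3) in BC44 and 66006 ± 1520 CPM (SD, n = 3) in HC11, a log2 fold change of -0.43 (SE 0.10). The window 136772109 to 136782108, 50 to 60 kb upstream, held the pseudogenes Gm13002 and Gm13005 and had 54372 ± 4910 CPM (SD, n = 3) in BC44 and 36153 ± 3386 CPM (SD, n = 3) in HC11, a log2 fold change of -0.59 (SE 0.14). In both, all 3 BC44 libraries lay above all 3 HC11 libraries, and the edgeR adjusted p was 0.0505. With the replicate number as a block, both windows passed, each at an edgeR adjusted p of 0.0146, and they were the only 2 that did. Over their 18 alternatives the adjusted p ranged from 0.0139 to 0.996 and from 0.0146 to 0.996. The highest came from counting captured ends, of which 29 to 32 of 32 and 26 to 34 of 40 had reads per library; this reversed the first window, to a log2 fold change of 0.04. Without BC44 replicate 3, the first window passed alone, and its adjusted p of 0.0139 is the lowest of that range. A term for replicate 1 against the others also gave 2 windows, and replicates 2 and 3 alone gave 0 with 13 at an unadjusted p under 0.05.

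**Figure D3:**
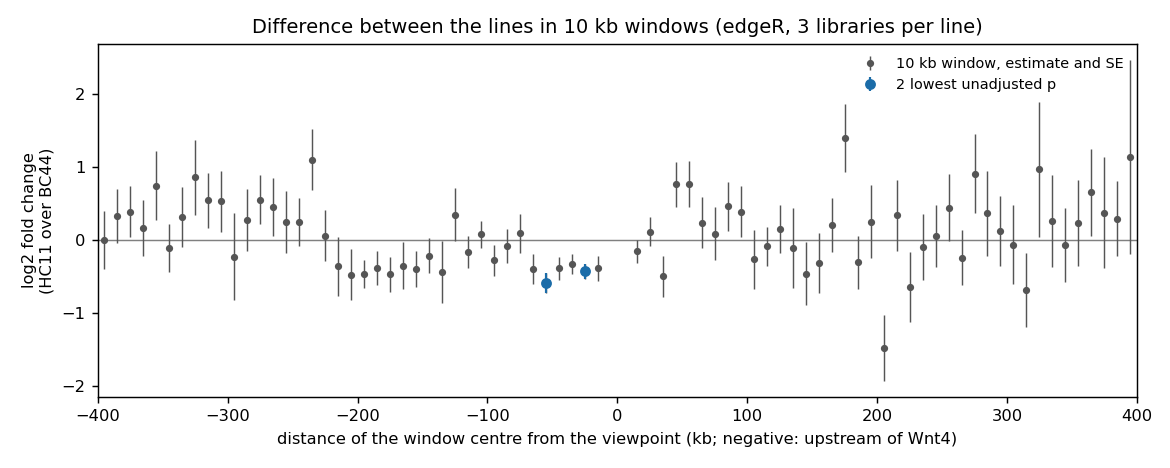
Log2 fold change of HC11 over BC44 with its standard error (edgeR, 3 libraries per line) for the 78 windows of 10 kb against the distance of the window centre from the viewpoint in kb. The 2 windows with the lowest unadjusted p, at -0.43 and -0.59, are marked.

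Along the rest of the chromosome, 149 windows of 1 Mb were tested and none passed (0 windows; 16 had an unadjusted p under 0.05, where chance alone gives 7.45; smallest edgeR adjusted p 0.465). Libraries of the lines did not overlap in 16.8% of windows, against 10% by chance, with HC11 above in 11 and BC44 in 14. The simulated recovery of 14.2% at 4-fold means that large changes at this distance were mostly not detectable. The lowest unadjusted p belonged to 83000001 to 84000000, which contains Bnc2, Psip1 and Snapc3 (6516 ± 3176 CPM in BC44 and 1299 ± 443.6 CPM in HC11, SD, n = 3; log2 fold change -2.32, SE 0.80, edgeR adjusted p 0.465), and to 139000001 to 140000000, which contains Pax7, Ubr4 and Aldh4a1 (26757 ± 6907 CPM in BC44 and 44934 ± 6107 CPM in HC11, SD, n = 3; log2 fold change 0.75, SE 0.27, edgeR adjusted p 0.465). The lines did not overlap in either window, and neither passed. The first rested on 5 to 17 captured ends per library, the top one with 22.7% to 61.9% of the window's reads, and the second on 60 to 104. Over 16 alternatives their adjusted p ranged from 0.148 to 0.906 and from 0.103 to 0.906. Counting captured ends moved the number of windows most, to 3 of 66 tested.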

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

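All tests in this part were chosen after the pattern was seen. The tests of depth and of amplified ends replaced earlier ones, whose total held captured ends beyond 1 Mb, after those were known to depend on that total. This part concerns a signal in data that the comparisons left out, and the size of its difference between the lines was seen before any test. Fragment ends 400 kb to 1 Mb from the viewpoint enter none of the report's comparisons of windows or contact regions, yet they held reads in every library, 12577 in the shallowest and up to 131773 in HC11 replicate 1, over 3227 listed ends. They made up 10.5%, 9.47% and 10.0% of the reads outside 2 kb in BC44 replicates 1, 2 and 3 and 13.7%, 13.4% and 14.4% in HC11 replicates 1, 2 and 3. The difference was 3.84 percentage points, in the same direction in 3 of 3 same-numbered pairs, and the exact permutation p was 0.1, the smallest that 3 libraries against 3 can give. The mean was higher in HC11 in 11 of 12 windows of 100 kb, and in 4 of them the lines did not overlap.

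Several technical explanations were weighed. A batch shared by the replicate 1 libraries would leave no difference in the others, but replicates 2 and 3 alone differed by 4.15 points without overlap. A single amplified end per 100 kb window is argued against, since the difference among reads 10 kb to 1 Mb away was 4.88 points without overlap once the top end of each window was left out. Depth is argued against too: the deepest and the shallowest library outside 2 kb were both HC11, and the HC11 libraries differed by only 1.00 points. Captured ends gave a mixed answer. Their share differed by 4.23 points without overlap where the total held ends beyond 1 Mb. Among captured ends 10 kb to 1 Mb away the difference was 2.42 points with overlap (exact p = 0.4) and reversed in the replicate 1 pair, and after every library was thinned to 93823 reads it was 3.55 points with overlap (exact p = 0.2) and higher in HC11 in 3 of 3 pairs. In replicates 2 and 3 alone these differences were 4.13 and, thinned, 5.29 points, both without overlap. More reads per captured end across many ends in HC11 stays open, since the lines overlapped over all 6 libraries. More ligation beyond 1 Mb in BC44 would dilute the share, but among reads 10 kb to 1 Mb away the lines still differed by 5.02 points. A gain of 1 segment on 1 side of the viewpoint in HC11 would raise that side alone, whereas the log2 ratio of HC11 to BC44 was 0.35 upstream and 0.44 downstream, with no overlap on either side; gains on both sides were not tested. Farther away the direction was not the same. Reads beyond 1 Mb made up 32.7% of the reads outside 2 kb in BC44 and 28.7% in HC11, without overlap, but this came mostly from replicate 1, with -10.2 points there against -0.891 in replicates 2 and 3. Reads 1 to 5 Mb upstream made up 8.12% and 5.96%, without overlap and lower in HC11 in 3 of 3 pairs, and reads 1 to 5 Mb downstream 4.48% and 5.26%, with overlap. A difference between the lines in contacts at 400 kb to 1 Mb may remain as a hypothesis, found and tested on the same data, and the EGF in the HC11 medium could not be separated from the line.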

How the results depend on the processing

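Results from replicates 2 and 3 alone, from the term for replicate 1, from library size without TMM, without same-numbered pairs, and from 20 kb windows with the first 20 kb left out were chosen after seeing the data, as were the checks of the 20 kb windows; the other alternatives were planned. Among recomputed values of the main comparisons, 32 counts moved by over 1.5 times, 16 values changed sign and 108 did neither. No limit on size was set for shares and similarities, so some of the 108 moved far, such as the difference in reads within 2 kb from 0.875 to 13.6 points without BC44 replicate 1, and an equal count need not hold the same regions. The cause was not tested except where stated.

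The contact calls depended most on the processing. The BC44 count of 4 became 1 with a running window of 11 ends, 2 with 31 ends and 0 with a threshold of 1.5 interquartile ranges. With captured ends it was again 4, but none of the original 4 regions was called. The HC11 count of 2 became 3 with 11 ends, where it exceeded that of BC44, and 1 with 31 ends, with an adjusted p under 0.05, with 1.5 interquartile ranges, with capped counts and with captured ends. The number shared became 1 with 11 ends, with 31 ends and with an adjusted p under 0.05, and 0 with 1.5 interquartile ranges, capped counts and captured ends. Across the 3 fits that left out a replicate, it ranged from 0 to 1 in BC44, was 1 in each for HC11, and ranged from 0 to 1 for shared regions. Contact regions were called within 1 line at a time, and no paired analysis of the ratios of same-numbered libraries was done.

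For the 10 kb windows, the count of 0 became 2 with an adjusted p under 0.1, with the replicate block, with the batch term, with 200 kb on each side and with the first 20 kb left out, and 4 with windows of 20 kb. With windows of 20 kb and the first 20 kb left out it was 1. It ranged from 0 to 1 across the 6 fits that left out a library; the 1 came without BC44 replicate 3. Fewer windows were tested with 200 kb (38 windows) and 20 kb left out (76). The 4 windows of 20 kb, named after their values were seen, lay 20 to 40, 40 to 60 and 180 to 200 kb upstream (log2 fold changes -0.42, -0.53 and -0.46, edgeR adjusted p 0.00852, 0.00409 and 0.0384) and 40 to 60 kb downstream (0.73, edgeR adjusted p 0.0335). The lines did not overlap in any of them. Their number was 2 with the replicate block, 2 and 1 without BC44 replicate 1 and 2, and 0 without BC44 replicate 3 or any 1 HC11 library. The block changed no other call. The 14 other alternatives gave 0. Without TMM, the median log2 fold change of all windows moved by 0.12, and with library size from all reads outside 2 kb without TMM by 0.11. With captured ends, the window 20 to 30 kb upstream reversed to a log2 fold change of 0.0438; 29 to 32 of its 32 ends were captured in each library, so this measure was close to its maximum there.

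For the 1 Mb windows, the count of 0 became 3 with captured ends, all higher in HC11. That alternative tested 66 windows against 149. Captured ends beyond 1 Mb also numbered 4200 in BC44 replicate 1, against 1693 to 2554 in the other libraries. The count stayed 0 in the other 19 alternatives, the replicate block included (0 windows, smallest edgeR adjusted p 0.103). There same-numbered libraries did not deviate together (correlations 0.146, 0.0812 and -0.139), so the block shares only a number. Leaving out a library gave 0 in each of 6 fits. The recovery of 14.2% of 4-fold changes in simulations limits what a count of 0 says here; 16 windows had an unadjusted p under 0.05. Without TMM, the median log2 fold change moved by -0.031, and with library size from all reads outside 2 kb without TMM by -0.24.

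Shares of the libraries have a smallest p of 0.1, so only their direction can be compared. The difference in reads within 2 kb reversed to -0.567 points in replicates 2 and 3 alone and ranged from -13.3 to 13.6 across the 6 fits that left out a library, with -5.36, -5.63 and -13.3 without BC44 replicate 2, BC44 replicate 3 and HC11 replicate 1. The difference in reads within 400 kb moved most with captured ends, from 0.158 to 3.77 points (exact p = 0.3). It reversed to -2.21 with 200 kb on each side and -3.26 in replicates 2 and 3 alone, and to -2.33 and -0.772 without BC44 replicate 1 and HC11 replicate 1 (range -2.33 to 1.56). The difference in reads within 100 kb shrank from -3.53 to -0.816 with 200 kb on each side, -0.316 with captured ends and -2.20 without HC11 replicate 1. The difference in captured ends was -1.48 without HC11 replicate 2. The downstream share reversed to -0.764 with captured ends. With the replicate block, as sign flips of the 3 paired differences, the differences stayed at 0.875, 0.158, 3.75, -3.37 and -3.53 points with exact p from 0.25 to 1, where 0.25 is the smallest possible.

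The similarity difference reversed to -0.00206 with windows of 5 kb and, after removing distance, to -0.00451 with 5 kb and -0.00356 with Spearman. Without BC44 replicate 2 it was -0.0212 and, distance removed, -0.0397; without BC44 replicate 3, -0.0150 and -0.0273. With same-numbered pairs left out it was 0.0160 and 0.0533. With windows within 200 kb it was 0.0173 and 0.0228, each with an exact p of 0.1, the smallest possible, against 0.5 over 400 kb. The fits that left out a library ranged from -0.0212 to 0.0256 and from -0.0397 to 0.0708. Among named windows and regions, 39 values no longer passed, 9 newly passed, 1 changed sign and 85 were unchanged in side and direction. The 1 that changed sign was the window 20 to 30 kb upstream with captured ends. All 39 lost calls were of contact regions. This was fixed in advance, since no named window passed in the main fit and so none could lose a call.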

Other observations

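In this part, what the tests would show was written after the results were seen, except for the removal of top fragment ends and the count of ends lower in HC11, which were written before their values were computed but after the stretch had been chosen.

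The windows 10 to 60 kb upstream of the viewpoint held 27.2%, 27.0% and 29.0% of the reads 10 to 400 kb away in BC44 replicates 1, 2 and 3 and 21.5%, 22.9% and 23.2% in HC11 replicates 1, 2 and 3, a difference of -5.21 percentage points (exact permutation p = 0.1, the smallest possible). The stretch was chosen after looking along the distances on both sides, and it holds both windows with the lowest p, so it is a hypothesis and not a further test of them. Scaling cannot produce it alone, since the log2 ratio of upstream to downstream reads 10 to 60 kb away, which no scaling changes, differed by -0.45 without overlap of the lines. Replicates 2 and 3 alone differed by -4.94 points without overlap, against a replicate 1 batch. Removal of the top fragment end of each 10 kb window left a difference of -5.00 points without overlap. Of the 114 ends with reads in all libraries, 70.2% (80 ends, exact 95% interval 60.9 to 78.4%) had a lower mean share in HC11, against 51.0% of 390 ends 60 to 400 kb away. The ends come from the same 6 libraries and are not independent, so this interval does not measure uncertainty about the lines. A single amplified end or a change at 1 restriction site would not shift most ends, although the stretch itself was picked for being lower in HC11. A lower upstream contact in HC11, or in medium with EGF, may therefore be considered, untested.

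Reads were split by side into classes 10 to 60, 60 to 200 and 200 to 400 kb, 1 to 5 Mb and over 5 Mb away. Of these 10 classes, 4 separated the lines without overlap, where chance gives 10%. The class 200 to 400 kb upstream did so narrowly, with 6.0635% in the highest BC44 library and 6.0638% in the lowest HC11 library. Reads 400 kb to 1 Mb away, described above, were not among the 10, and there the lines did not overlap on either side. The classes share their total and are not independent.

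Replicate 1 of both lines shared features beyond the viewpoint end. Within 400 kb, 61 fragment ends had reads in both replicate 1 libraries and in none of the other 4, while the other 8 pairs of 1 BC44 and 1 HC11 library shared 6 to 16 such ends. The end at 136749008 had 973 and 861 reads in replicate 1 and 0 in the other 4 libraries, and was chosen after its values were seen. Ends missing from the replicate 1 pair alone were not in excess, 17 against 15 to 31 for the other pairs. However, the end at 136831520, within 2 kb of the viewpoint end, had 0 reads in both replicate 1 libraries. It had 6084 and 6108 reads in BC44 replicates 2 and 3 and 639 and 453 in HC11 replicates 2 and 3. It too was chosen after its values were seen. No chance expectation was computed, and the 6 to 16 ends of the other pairs are the only yardstick for the 61. Depth in reads is argued against, since the deepest other pair, with 1881787 reads against 1784060, shared 14. The number of captured ends was not matched. In the replicate 1 libraries 1384 and 1386 ends 2 to 400 kb away had reads, against 1134 to 1263 in the others, so this explanation stays open. A batch of library preparation or PCR may explain the 61 shared ends. Reads on ends over 200 bp from the NlaIII site made up 10.6% and 11.4% of the reads 2 to 400 kb away in replicate 1. They made up 6.47% to 7.73% in the others, a gap of 2.90 points. No biological explanation was tested, since the replicate number is not a condition.

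In the test over other splits, 10 of the 10 splits of the 6 libraries gave as many 10 kb windows past the threshold as the 0 of the split by line, and 10 of 10 did so for the 1 Mb windows. Against a count of 0 every split gives as many, so this outcome was fixed and decides nothing. With 20 kb windows, where the split by line gave 4, 1 of the 10 splits, the split by line itself, gave as many and 3 others gave 1 each; this was chosen after the count was seen, and 10 splits cannot give a share under 0.1. For the 10 kb windows, another 2 splits, each mixing the lines and parting 1 same-numbered pair, gave 1 window each, with smallest adjusted p of 0.00365 and 0.000831 (edgeR) against 0.0505 for the split by line. A window past the threshold can therefore arise without the lines. By unadjusted p under 0.05, the split by line had the most windows in both sets, 11 against at most 9 and 16 against at most 8. The 3 other splits that part all same-numbered pairs had 1 to 7 of the 10 kb windows. For contact regions, 9 of the 10 splits shared as small a part of the called ends as the split by line or a smaller one. Mixed triplets shared 9.52% to 35.7%, against 33.3%, so 8 of the 9 mixed splits shared less than the split by line, and a difference between the lines in contact regions is not shown.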
